A study of Mus musculus with 20 samples.

How the data were processed

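Total RNA of C2C12 myotubes was sequenced in 20 libraries, 4 biological replicates of each of 5 treatments. Per the labels' protocols, RNA was extracted with the Qiagen miRNAeasy Mini kit, libraries were made with the TruSeq Stranded Total RNA kit after ribosomal RNA removal with Ribo-Zero, and paired ends of 150 bases were read on a NovaSeq instrument. The deposited table holds one whole-number count per gene and library, identified by Ensembl gene ID and mouse symbol, and the counts are not normalized. That the values are raw counts was taken from the table itself, where all entries are whole numbers and the totals differ between libraries. The aligner, the counting program, the genome build, the annotation release, the use of strand and the handling of duplicate reads are not stated in the labels or in the table. Reads shared by near-identical genes, such as a pseudogene and its parent, and by overlapping genes could therefore have been assigned in ways that cannot be reconstructed here, and values of such genes are uncertain.

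The table lists 26722 genes, of which 532 had 0 counts in all libraries. Of these gene IDs, 26667 were found in GENCODE release M21 for the GRCm38 build, and 55 were not. The table names no build, so the gene positions given in the text are those of GRCm38 in that release, matched by Ensembl ID. Each of the 20 columns matched 1 library by its name. Treatment groups and replicate numbers were taken from the sample titles and treatment labels. The pairing of libraries by replicate number comes from the same titles, where each treatment has replicates 1 to 4. The labels do not say what libraries with the same number share.

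Total counts ranged from 18424881 to 23343903 per library. A gene was treated as not detectable at or under 3 counts, which is between 0.129 and 0.163 CPM, the count scaled to a common library total. Intervals for shares of counts are Wilson 95% intervals, and intervals and floors cover counting error only, because read pairs from PCR are not independent molecules.

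Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were kept by the filterByExpr function with its default settings, a minimum count of 10 and a minimum total of 15, which left 14605 genes. Libraries were scaled with trimmed mean of M-values (TMM) factors, and one robust quasi-likelihood model was fitted to all 20 libraries with treatment as the only factor. In this design 15 residual degrees of freedom remain. The 8 comparisons between treatments were tested with the quasi-likelihood F-test, two-sided, and p-values were adjusted over genes by the Benjamini-Hochberg method with a threshold of 0.05. The standard error of a log2 fold change is the fold change divided by the square root of F. Log2 CPM values used a prior count of 2. Principal components used the 11149 genes with a mean log2 CPM above 1.

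An agrin response score placed each library on a scale set by the control and agrin treatments. For each replicate number, the 100 genes with the smallest p-values between agrin and control were chosen in a fit that left that number out. A library's score is the sum of its log2 CPM differences from the control mean, weighted by the log2 fold changes and divided by the same sum for the agrin mean. A score of 0 is the control level and a score of 1 is the agrin level of the libraries used for choosing. Scores were compared with two-sided exact permutation tests, in which the smallest p-value that 4 against 4 libraries can give is 0.0286, with Benjamini-Hochberg adjustment over 7 comparisons.

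Groupings, tests, alternatives and the rule for naming genes were fixed before the data were examined. By that rule, up to 5 genes per comparison were to be named, those with the smallest p-values among genes with an adjusted p-value under 0.05 and no overlap between the 2 groups. Musk, Lrp4, Agrn and Dok7 were to be named whatever their values. A list of 40 genes with known roles at the neuromuscular synapse was to be summarised in each comparison. Any other gene in the text was chosen after its values were seen, and is named as such. Replicates within each treatment were compared with a chi-square statistic over genes with at least 20 counts in a pair. It was at least 5.17 per gene in every pair, so no 2 libraries agreed within sampling noise and each was counted once. Because PCR adds spread beyond sampling noise, 2 libraries of the same RNA could also exceed it. The statistic therefore does not show that the replicates are biological, which is taken from the labels.

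The alternatives were the replicate number as a block, DESeq2 size factors in place of TMM, the Wald test of DESeq2 1.42.0, no filter on low counts, a mean count of at least 10, fits of only the 2 groups compared, removal of the 2 genes that hold over 1% of a library, and removal of each replicate in turn. For the score they were 50 or 500 genes, a prior count of 0.5, DESeq2 size factors, paired differences and removal of each replicate. After the data had been seen, 3 alternatives were added. They are the replicate block with a correction for transcript length, the replicate block without the 2 libraries whose deviations rose most with transcript length, and limma 3.58.1 voom with library quality weights and the replicate block. Gene lists were tested with the fry function of edgeR. Transcript lengths and GC content came from GENCODE M21, which had values for 99.9% of the tested genes.

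The gene test was tested on simulated data, drawn for all 14605 tested genes from the observed means of each replicate number, library sizes and dispersions, with 200 genes changed between agrin and control. With no gene changed, 0 genes were called. With 2-fold changes, 140 of the 200 genes were called without the block and 149 with it, and 96.1% of the changed genes above 8 CPM were called without the block. With 1.5-fold changes 90 genes were called without the block and 102 with it, and with 1.25-fold changes 1 and 5. Unchanged genes were called in at most 2 cases without the block and in up to 11 cases with it. In simulated data with 2-fold changes the mean score was 0.02 in control and 0.98 in agrin. With no change it was 0.54 in control and 0.55 in agrin. The simulated libraries carry no bias specific to a single library. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.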

Results

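The transcriptional response of cultured muscle cells to activation and inhibition of muscle-specific kinase (MuSK) was measured by total RNA sequencing. MuSK is a receptor tyrosine kinase of the neuromuscular synapse, activated when nerve-derived agrin binds its co-receptor Lrp4 and when the adaptor Dok7 binds it inside the cell. The cells were C2C12, a mouse myoblast line that fuses into multinucleated myotubes, differentiated for 5 days and then treated for 16 h. There were 5 treatments with 4 biological replicates each. The control received 7.7 nM of b12, an antibody of the human IgG4 class that served as negative control. A second group received 7.7 nM of bivalent 13-3B5, an antibody that activates MuSK. The other 3 groups received 0.1 nM neural agrin, together with 7.7 nM of b12 (the agrin group), of 13-3B5xb12 or of 11-3F6xb12. The last 2 antibodies bind MuSK with one arm and are described in the labels as inhibiting it.

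The mean total count per library was 20738527 ± 1709718 in the control, 22407884 ± 360704 with bivalent 13-3B5 and 22285949 ± 409788 with agrin (SD, n = 4 each). It was 21407445 ± 1785308 with agrin and 13-3B5xb12 and 22645602 ± 722031 with agrin and 11-3F6xb12. Between 16261 and 18259 genes had counts in a library. A single mitochondrial ribosomal RNA gene, mt-Rnr2, held from 25.4% of the counts (Wilson 95% interval 25.4 to 25.5) in the agrin replicate 3 library to 35.9% (interval 35.9 to 35.9) in the agrin with 11-3F6xb12 replicate 1 library. All mitochondrial genes together held 32.7 ± 3.30% (SD, n = 20).

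The first principal component of log2 CPM explained 21% of the variance and separated the 10 libraries of replicates 1 and 2 from the 10 libraries of replicates 3 and 4. The second component explained 14.4% and set apart 2 libraries, agrin with 13-3B5xb12 replicate 1 and control replicate 2, with coordinates of 30.6 and 20.8. Libraries with the same replicate number in different treatments deviated together from their treatment means, with a mean correlation across genes of 0.195. Libraries with different numbers in the same pair of replicates (1 and 2, or 3 and 4) had a mean correlation of 0.201, and libraries from opposite pairs had one of -0.198. Sharing a replicate number thus brought libraries no closer, on average, than lying in the same pair of replicates. Genes are not independent replicates, so these correlations describe the libraries and carry no p-value.

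**Figure D1:**
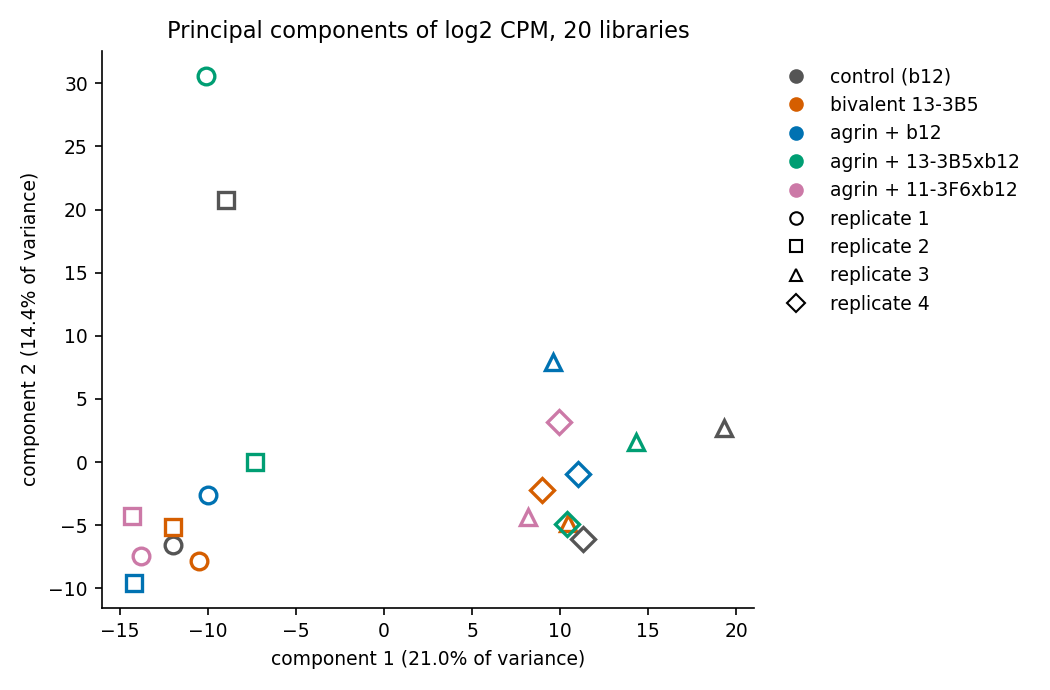
First and second principal components of log2 CPM for the 20 libraries, with colour for treatment and marker shape for replicate number. Replicates 1 and 2 lie on the negative side of component 1 and replicates 3 and 4 on the positive side in all 5 treatments, and 2 libraries lie above 20 on component 2.

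Whether agrin changed the myotube transcriptome was addressed by the agrin group against the control. Of 14605 genes tested with edgeR, 0 had an adjusted p-value under 0.05, and 416 had an unadjusted p-value under 0.05, or 2.85% of genes, where 5% is the share chance gives with even p-values. The smallest adjusted p-value was 1.00. With replicate number as a block, the paired model gave 0 genes as well, with 582 at an unadjusted p-value under 0.05, while the same-number correlation in these 2 groups was 0.165. In simulated data with no gene changed, p-values were not even, with 2.36% of genes under 0.05 without the block and 4.31% with it. The observed 2.85% lay above the first of these levels, and the 3.98% observed with the block lay below the second. The alternative that moved this count most was the absence of a filter on low counts, which gave 4 genes. Among the 8836 genes above 8 CPM, the median standard error of the log2 fold change was 0.11, and 95% of the absolute log2 fold changes were under 0.24. In simulated data of the same design, 70% of genes with a 2-fold change and 45% of genes with a 1.5-fold change were called, and 0.5% of genes at the smallest change simulated, which was not detectable in this design.

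Whether direct activation of MuSK by an antibody changed the transcriptome was addressed by bivalent 13-3B5 against the control. In this comparison 0 genes had an adjusted p-value under 0.05 in edgeR, with 404 at an unadjusted p-value under 0.05. The replicate block gave 0 genes and 579 at an unadjusted p-value under 0.05, with a same-number correlation of 0.202. Bivalent 13-3B5 against agrin, which compares the 2 ways of activating the receptor, gave 0 genes, with 349 at an unadjusted p-value under 0.05. With the replicate block the paired comparison gave 0 genes and 440 at an unadjusted p-value under 0.05, with a same-number correlation of 0.235.

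The genes of the receptor complex were examined in every treatment. Musk (ENSMUSG00000057280, GRCm38 chromosome 4, 58285960 to 58374303) had between 928 and 1420 counts per library. Its normalised count was 55.4 ± 7.42 CPM in the control, 53.7 ± 6.39 with bivalent 13-3B5 and 49.97 ± 4.48 with agrin (SD, n = 4 each). It was 50.1 ± 1.92 CPM with agrin and 13-3B5xb12 and 53.9 ± 4.08 with agrin and 11-3F6xb12. The log2 fold change of Musk was -0.15 (SE 0.10) in agrin against control and -0.04 (SE 0.10) in bivalent 13-3B5 against control, with adjusted p-values of 1.00 and 0.999 from edgeR. With the replicate block these values were -0.15 (SE 0.08) and -0.05 (SE 0.08), with adjusted p-values of 1.00 and 0.987.

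Lrp4 (ENSMUSG00000027253, chromosome 2, 91457511 to 91513779), the agrin receptor, had 207 ± 13.4 CPM in the control, 204 ± 20.6 with bivalent 13-3B5 and 213 ± 22.7 with agrin (SD, n = 4 each). Agrn (ENSMUSG00000041936, chromosome 4, 156165290 to 156197488), the gene of the cells' own agrin, had 16.4 ± 3.12, 16.1 ± 3.19 and 16.4 ± 2.58 CPM. Dok7 (ENSMUSG00000044716, chromosome 5, 35056766 to 35087839) had 22.3 ± 2.04, 20.2 ± 0.625 and 20.4 ± 3.65 CPM in the same order. The log2 fold changes in agrin against control were 0.05 (SE 0.08) for Lrp4, 0.00 (SE 0.15) for Agrn and -0.13 (SE 0.12) for Dok7. For bivalent 13-3B5 against control they were -0.02 (SE 0.08), -0.03 (SE 0.15) and -0.14 (SE 0.12). The adjusted p-values from edgeR were 0.999 or higher for all of these. The signs for Lrp4 and Agrn in both comparisons, and for Musk in the second, changed when single libraries were left out.

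**Figure D2:**
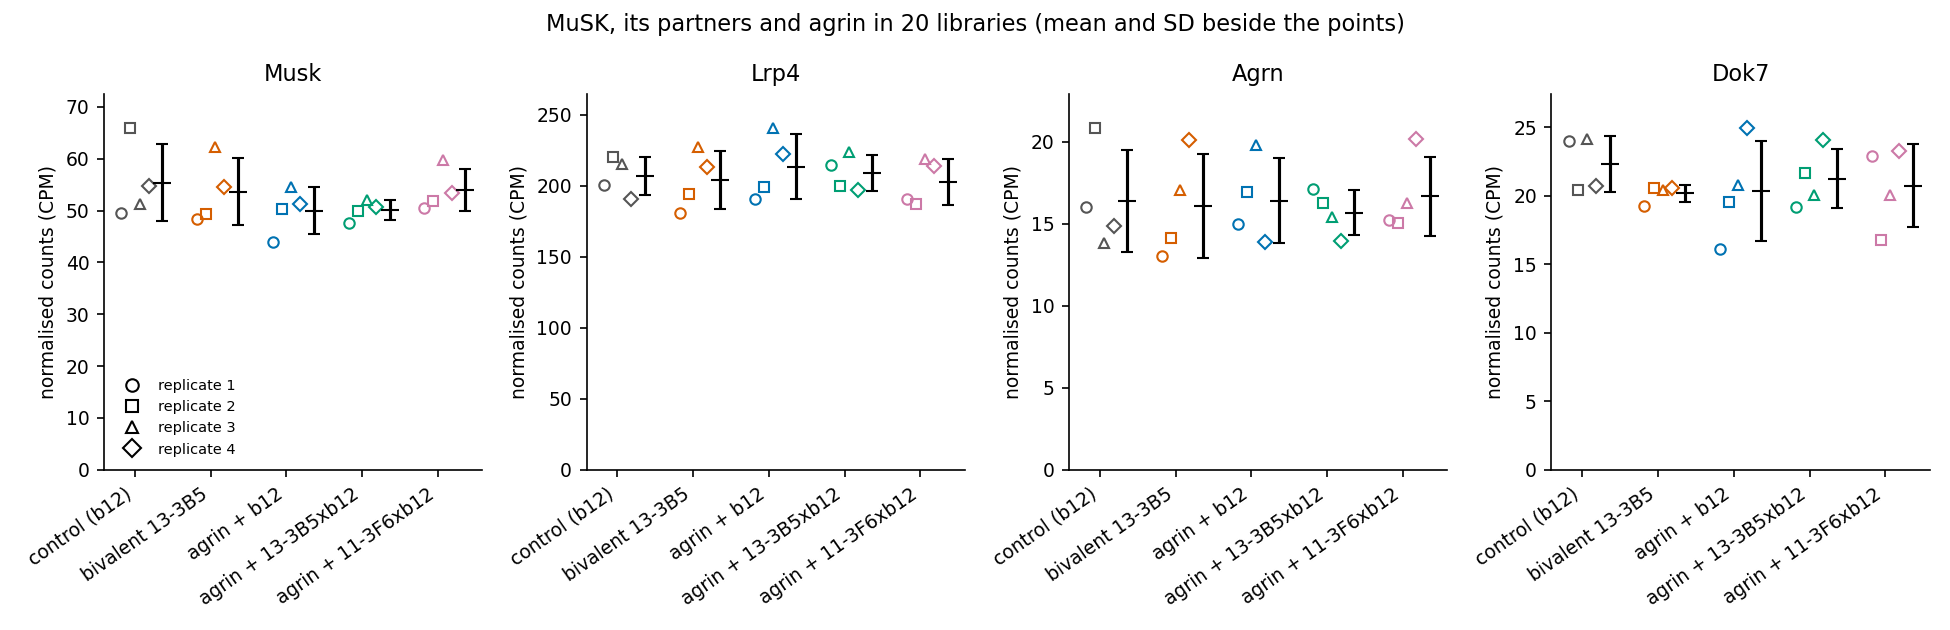
Normalised counts (CPM, linear axis from 0) of Musk, Lrp4, Agrn and Dok7 in each of the 20 libraries, with marker shape for replicate number and the mean and SD of each treatment (n = 4) beside the points. The treatments overlap for all 4 genes, with Musk means between 49.97 and 55.4 CPM.

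Of the 40 genes on the neuromuscular synapse list, 39 were in the table and 38 were tested. In each of the 8 comparisons 0 of them had an adjusted p-value under 0.05, both over all genes and over the list alone, with and without the replicate block. In agrin against control, 2 of the 38 had an unadjusted p-value under 0.05, and the smallest adjusted p-value over the list was 0.523. In bivalent 13-3B5 against control 1 had an unadjusted p-value under 0.05, and the smallest adjusted p-value over the list was 0.347. The median log2 fold change of the list was -0.03 in the first comparison and -0.02 in the second, with a median standard error of 0.12 in both.

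Whether the monovalent antibodies changed the state of agrin-treated cells was addressed by comparing each with the agrin group. Agrin with 13-3B5xb12 against agrin gave 0 genes with an adjusted p-value under 0.05 and 560 at an unadjusted p-value under 0.05. The replicate block gave 0 and 733 genes, with a same-number correlation of 0.157. Agrin with 11-3F6xb12 against agrin gave 0 genes, with 487 at an unadjusted p-value under 0.05. With the replicate block 2 genes were called, both higher, and 706 had an unadjusted p-value under 0.05, with a same-number correlation of 0.239.

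Against the control, agrin with 13-3B5xb12 gave 0 genes and 349 at an unadjusted p-value under 0.05, and the replicate block gave 0 and 463, with a same-number correlation of 0.171. Agrin with 11-3F6xb12 against control gave 0 genes, with 474 at an unadjusted p-value under 0.05. The replicate block called 3 genes, all higher, with 677 at an unadjusted p-value under 0.05 and a same-number correlation of 0.252. Between the 2 monovalent antibodies 0 genes were called, with 617 at an unadjusted p-value under 0.05 and a smallest adjusted p-value of 0.771. The replicate block called 5 genes there, 4 higher and 1 lower with 11-3F6xb12, with 904 at an unadjusted p-value under 0.05 and a same-number correlation of 0.140.

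**Figure D3:**
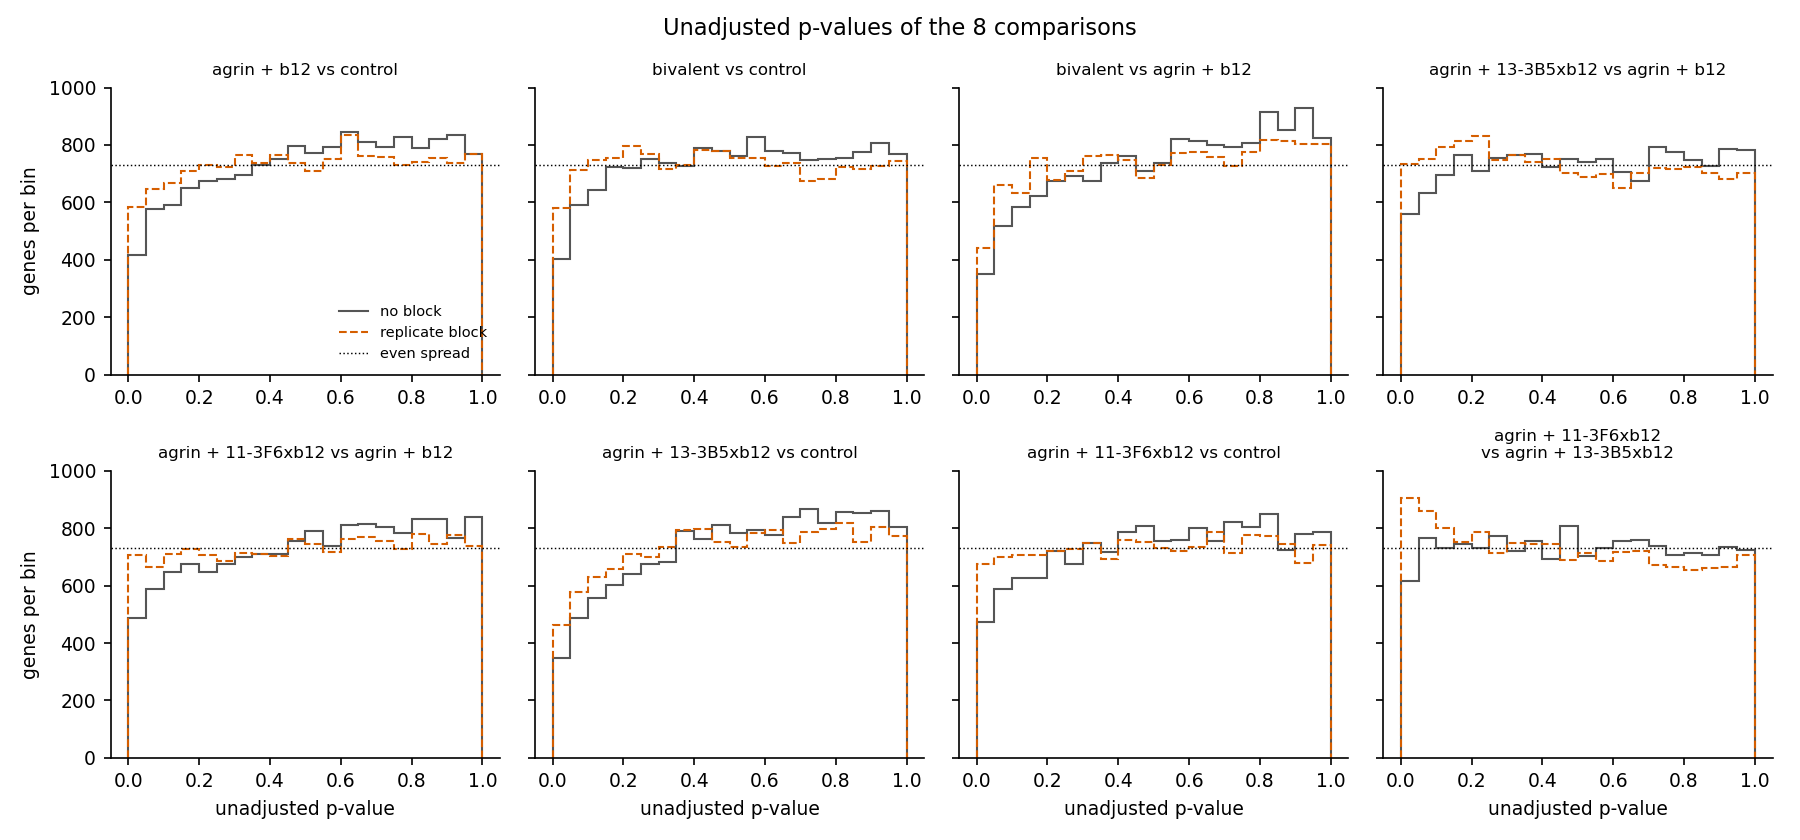
Histograms of unadjusted p-values in 20 equal bins for the 8 comparisons of treatments, as genes per bin on a linear axis, without the replicate block (solid) and with it (dashed), and with the level of an even spread (dotted). Without the block the lowest bin holds between 349 and 617 genes in every comparison, and with it between 440 and 904.

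The genes called with the replicate block are named here because their number was small, and were chosen after their values were seen. Ogn (ENSMUSG00000021390, GRCm38 chromosome 13, 49608046 to 49624501), which encodes a secreted small leucine-rich proteoglycan, was called in all 3 comparisons of agrin with 11-3F6xb12. Its normalised count was 565 ± 110 CPM with agrin and 11-3F6xb12, 379 ± 82.8 with agrin, 364 ± 75.7 in the control and 314 ± 45.3 with agrin and 13-3B5xb12 (SD, n = 4 each). With the block its log2 fold change was 0.58 (SE 0.07, adjusted p 8.38e-05) against agrin, 0.64 (SE 0.07, adjusted p 1.21e-05) against control and 0.84 (SE 0.07, adjusted p 1.85e-08) against agrin with 13-3B5xb12. Without the block the adjusted p-values from edgeR were 1.00, 1.00 and 0.992. The direction was the same in 4 of 4 pairs in each comparison. Libraries of one number were on average no more alike than other libraries on the same side of the first principal component. The pairs are therefore not shown to be real matches, and a block for that split alone was not fitted.

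Spon2 was called against control, with a log2 fold change of 0.69 (SE 0.11, adjusted p 0.00574), and against agrin with 13-3B5xb12, with 0.96 (SE 0.11, adjusted p 9.75e-06), in the paired model. Aspn was called in the same 2 comparisons, at 1.00 (SE 0.18, adjusted p 0.0496) and 0.99 (SE 0.18, adjusted p 0.0353). Aspn and Ogn are neighbours on chromosome 13, with Aspn at 49544443 to 49567565. mt-Nd1 was called only against agrin, at 250.6 ± 12.2 CPM compared with 173 ± 30.4 (log2 fold change 0.56, SE 0.09, adjusted p 0.0101). All mitochondrial genes together held 35.5% of counts with agrin and 11-3F6xb12 and 31.1% with agrin. Against the control, mt-Nd1 was higher in replicates 1 and 2 but not in replicates 3 and 4. With the transcript length correction added to the block it was not called, though it was with voom and without both libraries whose deviations rose most with length. Tspan8 and Hp were called only against agrin with 13-3B5xb12, with log2 fold changes of 0.81 (SE 0.13, adjusted p 0.00864) and -2.04 (SE 0.38, adjusted p 0.0337). All 4 pairs had the same direction for each of these genes in the comparisons that called it.

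**Figure D4:**
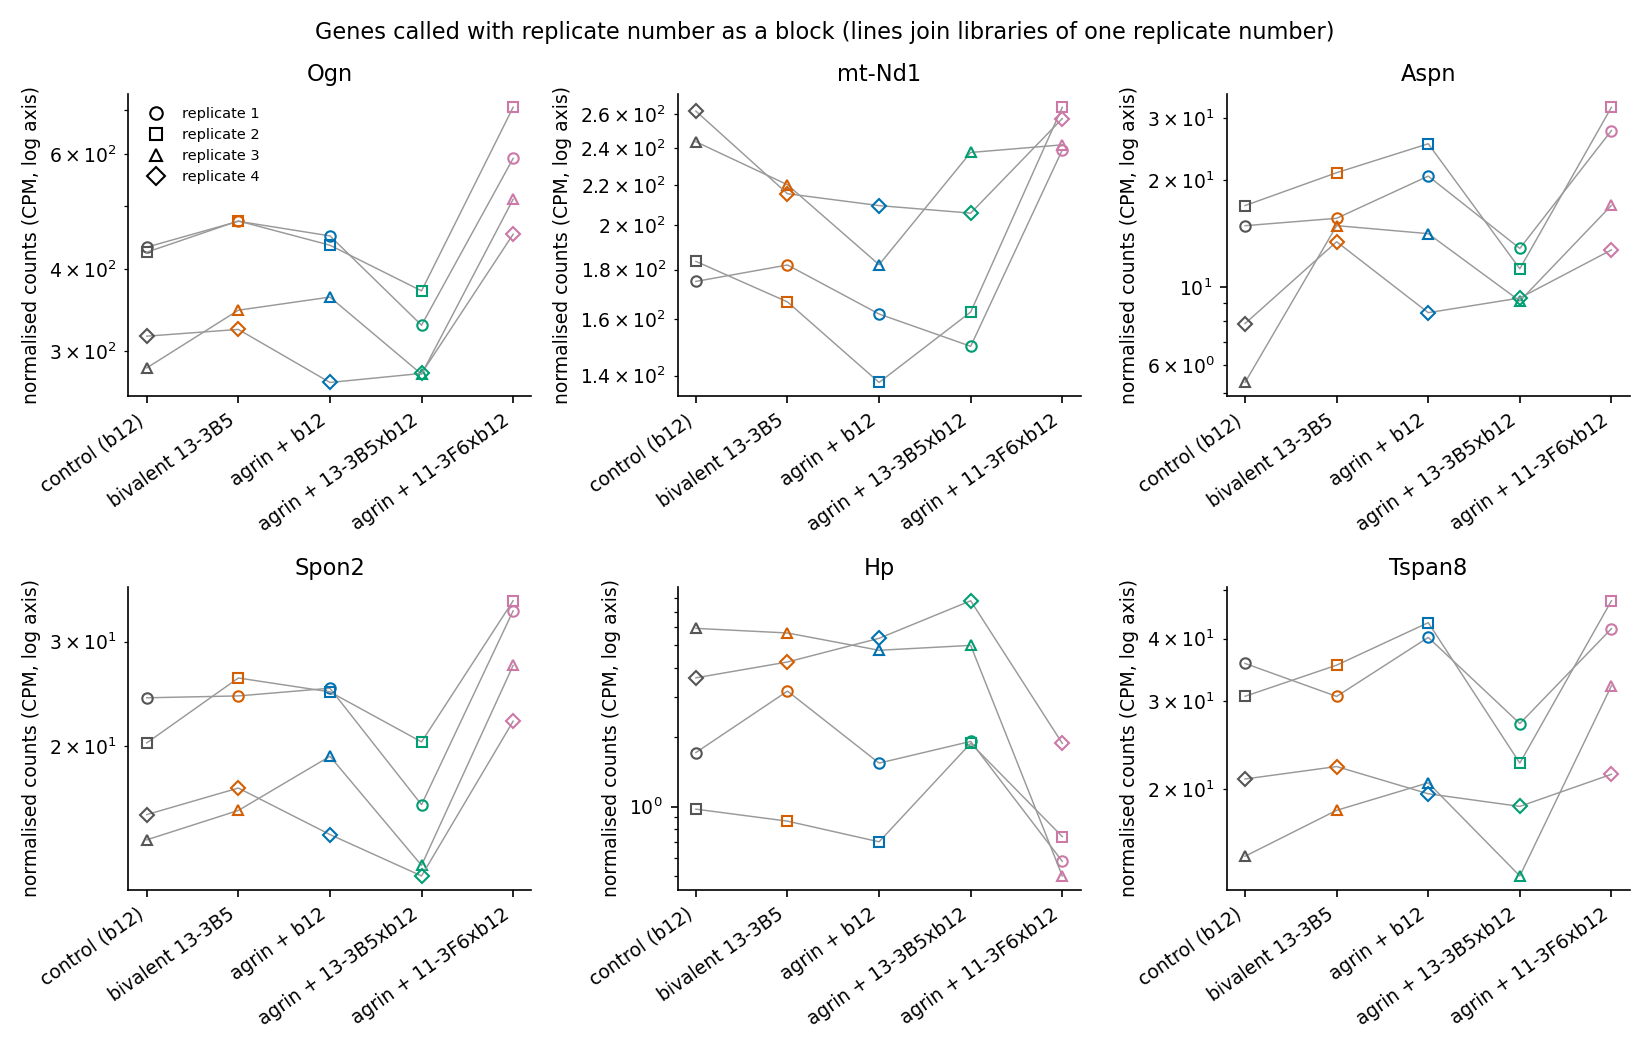
Normalised counts (CPM, log axis) of the 6 genes called with replicate number as a block in any comparison, with lines joining libraries of one replicate number. Ogn is highest with agrin and 11-3F6xb12 at every replicate number, from 453 to 707 CPM, while its level in each treatment is lower in replicates 3 and 4 than in replicates 1 and 2.

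The agrin response score put all treatments on one scale. The mean score was 0.435 ± 0.0436 in the control, 0.350 ± 0.0783 with bivalent 13-3B5 and 0.413 ± 0.102 with agrin (SD, n = 4 each). It was 0.412 ± 0.0874 with agrin and 13-3B5xb12 and 0.383 ± 0.104 with agrin and 11-3F6xb12. Control and agrin differed by -0.0217 (exact permutation p 0.743, adjusted p 0.9 over 7 comparisons), so genes chosen in 3 replicates did not separate the 2 groups in the replicate left out. With its own 2 reference groups not separated, the scale cannot tell how alike the other treatments are to agrin. The lowest exact p-value among the 7 comparisons was 0.171 for bivalent 13-3B5 against control, a difference of -0.0850 with an adjusted p of 0.9. With the replicate block, as paired differences, the exact sign-flip p-values were 0.625 and 0.125 for these 2 comparisons, and the same-number correlations were 0.165 and 0.202. The smallest p-value that 4 pairs can give is 0.125, so this test could not pass, and the bivalent antibody scored under the control in 4 of 4 pairs. The alternative that moved this difference most was the removal of control replicate 4, to -0.161.

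**Figure D5:**
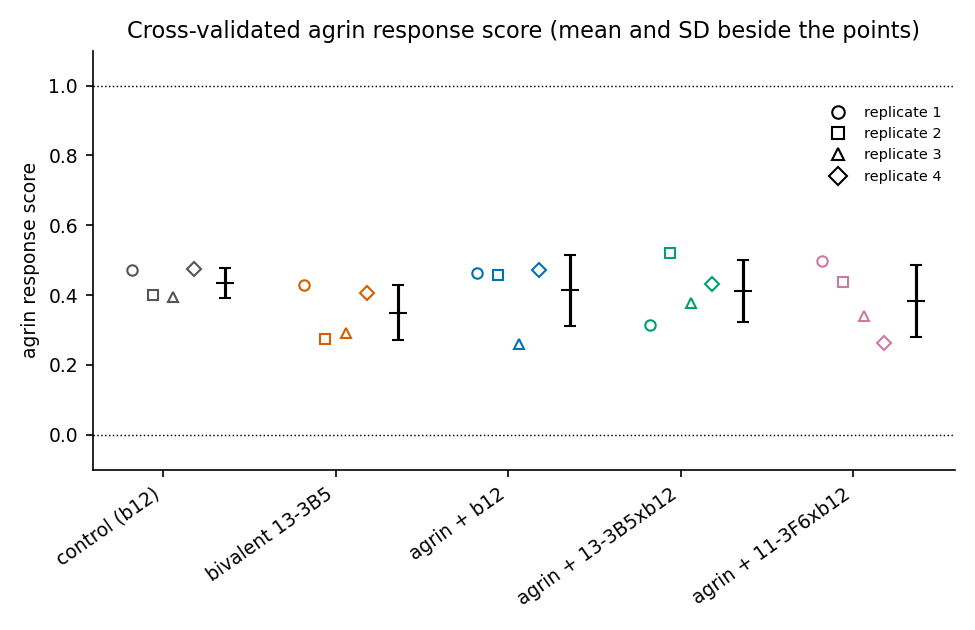
Agrin response score of each of the 20 libraries, with marker shape for replicate number and the mean and SD of each treatment (n = 4) beside the points; dotted lines mark the control level (0) and the agrin level (1) of the libraries used to choose the genes. The treatment means lie between 0.350 and 0.435 and overlap.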

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

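All tests in this part were chosen after the results they bear on had been seen. In each treatment of 4 libraries, the gap between the most extreme library and its nearest neighbour was compared with the range of the 4 and held against the critical value of Dixon's test for 4 samples. This was done for 8 measures in 5 treatments, 40 groups in all, and 4 stood out where chance gives 2. No pattern beyond the single libraries is drawn from these 4 cases, and no biological explanation was tested for them, since each concerns 1 library of a treatment.

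Control replicate 4 had 17586 genes with counts, below the other 3 control libraries, which had between 17905 and 17950. The gap was 0.876 of the range. After all 4 libraries were brought to the smallest total in the group, 18424881, the gap fell to 0.605 of the range, under the critical value. The library still had the lowest value at equal depth, 17427 genes against 17743 to 17950 in the others. Its total of 22232391 was the largest of the 4, and the smaller gap came from a wider spread of the others, so library size did not explain its low value.

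Agrin with 13-3B5xb12 replicate 1 had 16261 genes with counts, and the other 3 libraries of the treatment had at least 17811. Its total of 22397868 was not the smallest, and at equal depth the gap rose to 0.948 of the range, so library size did not account for it. Among genes expected at 1 to 2 counts, its share of zeros, 77.2%, had rank 1 of the 20 libraries. This restates the low number of genes and does not tell its cause, few template molecules or another. The share of duplicate reads was not analysed here. The same library lies apart on the second principal component.

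Agrin replicate 3 had an agrin response score of 0.26006, and the other 3 agrin libraries had scores from 0.458 to 0.471. This library also carries transcripts typical of liver. When the 54 genes with at least 10 counts there and over 5 times the next highest library were left out, of which 1 was among the genes tested, the gap stayed at 0.941 of the range. With 1 tested gene removed, the score had little room to change, so this does not tell whether RNA from liver affected it. Other explanations for it were not tested.

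Dok7 had 19.262 CPM in bivalent 13-3B5 replicate 1, and the other 3 libraries of the treatment lay between 20.4 and 20.6. The spread of that treatment was small, with an SD of 0.625 CPM. After correction for transcript length the gap was 0.886 of the range, compared with 0.891 before it. The correction moved the 4 values about alike, so it does not tell whether length bias played a part.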

How the results depend on the processing

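The 3 alternatives that combine the replicate block with another change were chosen after seeing the data, and the others before. The number of genes called was recomputed under 144 combinations of comparison and setting. It stayed at 0 in all 64 fits that left out one library, with between 292 and 952 genes at an unadjusted p-value under 0.05, and in 57 of the 80 other fits, with between 229 and 927 such genes. It rose in 23. The 64 fits had no replicate block, so they do not tell how the genes called with the block depend on single libraries. Agrin against control and bivalent 13-3B5 against control stayed at 0 in all settings except the one without a filter on low counts.

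With the replicate block 2 genes were called in agrin with 11-3F6xb12 against agrin, 3 against control and 5 against agrin with 13-3B5xb12. Adding the transcript length correction gave 2, 3 and 15, of which 1, 3 and 5 were shared with the block alone. Leaving out both libraries whose deviations rose most with transcript length gave 16, 5 and 16, and voom with quality weights gave 11, 4 and 14; under both settings all 2, 3 and 5 genes were shared. Without both libraries 1 gene was also called in agrin with 13-3B5xb12 against agrin and 1 against control. The Wald test of DESeq2 called 2 genes between the monovalent antibodies, of which 1 was shared with the block. The cause of these differences was not tested, though the block lowered the common biological coefficient of variation from 0.170 to 0.142.

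Without a filter on low counts, the numbers were 4 for agrin against control, 2 for bivalent 13-3B5 against control, 7 for bivalent 13-3B5 against agrin, 6 for agrin with 13-3B5xb12 against agrin, 13 for agrin with 11-3F6xb12 against agrin, 3 and 13 for these 2 against control, and 27 between them. In the 3 comparisons of agrin with 11-3F6xb12 with agrin, with the control and with agrin and 13-3B5xb12, they included all 2, 3 and 5 genes called with the block. Some other calls rest on single libraries. Alb and Trf, both called in agrin against control, had 126 and 123 counts in agrin replicate 3 and at most 1 and 5 in the other 19 libraries. Lars2, called in all 4 comparisons with the control, had 1800 counts in control replicate 3 and at most 306 elsewhere.

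The log2 fold changes of the 4 named genes kept their sign in 121 of 144 cases and changed it in 23, with no adjusted p-value under 0.05 on either side. Across the fits that each left out one library, agrin against control ranged from -0.0176 to 0.0969 for Lrp4 and from -0.103 to 0.14 for Agrn. Bivalent 13-3B5 against control ranged from -0.125 to 0.0506 for Musk, from -0.0747 to 0.0356 for Lrp4 and from -0.154 to 0.111 for Agrn. Agrn in agrin against control was -0.005 without the filter. In bivalent 13-3B5 against control, Lrp4 and Agrn were 0.0448 and 0.0482 with the block and length correction. Musk, Lrp4 and Agrn were 0.056, 0.032 and 0.109 with the block and without these 2 libraries, and 0.014, 0.00595 and 0.0607 with voom.

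Score differences kept their sign and their side of 0.05 in 74 of 91 cases. With 50 genes, agrin against control was 0.0165 and bivalent 13-3B5 against control was -0.117. With 500 genes, agrin against control was -0.11 (unadjusted exact permutation p 0.0571) and bivalent 13-3B5 against control was -0.115. Agrin with 13-3B5xb12 and with 11-3F6xb12 were -0.104 (unadjusted exact permutation p 0.0857) and -0.0763 (p 0.229) against control. These 2 were 0.00566 and 0.0333 against agrin, and bivalent 13-3B5 against agrin was -0.00491. With a prior count of 0.5, agrin with 13-3B5xb12 against agrin was 0.00267. The exact permutation p was 0.0286, the smallest possible, in 4 cases before adjustment over 7 comparisons. These were bivalent 13-3B5 against control with 50 genes, with 500 genes and without control replicate 4, and bivalent 13-3B5 against agrin without agrin replicate 2. Across the fits that each left out one library, the differences ranged from -0.115 to 0.0514 for agrin against control, from -0.161 to -0.0446 for bivalent 13-3B5 against control and from -0.101 to 0.0411 for bivalent 13-3B5 against agrin. For agrin with 13-3B5xb12 they ranged from -0.0487 to 0.0299 against agrin and from -0.168 to -0.0189 against control. The value of -0.168 came from the removal of control replicate 4. For agrin with 11-3F6xb12 they ranged from -0.115 to 0.0425 against agrin and from -0.127 to 0.00978 against control. The cause of these changes was not tested. In simulated data with no effect the score was 0.54 in control and 0.55 in agrin.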

Other observations

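The tests of treatment labels, the gene list tests in agrin and bivalent 13-3B5 against control, and the counts of other splits were planned before their results were seen; all other tests in this part were chosen after the pattern they bear on had been seen.

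Treatment labels were shuffled within replicate numbers 10000 times to ask whether libraries of one treatment resemble each other more than libraries drawn at random. The mean correlation within treatments was 0.00654, with a permutation p of 0.332, so no effect of treatment was detectable on this measure over the 11149 genes. The gene list tests gave the same picture. In the paired fit with the replicate block, the synaptic list had a fry p of 0.495 in agrin against control and 0.319 in bivalent 13-3B5 against control, counting changes in either direction. Without the block these values were 0.648 and 0.538. A list of 22 genes that respond to ERK signalling had directional p-values of 0.619 and 0.628 with the block and 0.629 and 0.614 without it. The same-number correlations were 0.165 and 0.202.

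Each comparison of 4 against 4 libraries was set against the 7 other splits that also part all 4 same-numbered pairs, so that each arm holds one library of every replicate number. The number of genes at an unadjusted p-value under 0.05 was counted in fits of only the 8 libraries. As many genes or more were found in 8 of the 8 splits for agrin against control, in 5 for bivalent 13-3B5 against control and in 1, the real one, for bivalent 13-3B5 against agrin. For agrin with 13-3B5xb12 they were found in 5 against agrin and in 7 against control. For agrin with 11-3F6xb12 they were found in 1 against agrin, in 3 against control and in 3 against agrin with 13-3B5xb12. With 8 splits the share cannot fall under 0.05, so this count alone cannot separate a treatment from a random arrangement. In agrin against control the real split had 278 such genes, and the other 7 had between 325 and 779.

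The largest structure in the data followed replicate number. Replicates 3 and 4 differed from replicates 1 and 2, with treatment in the model, in 1908 genes at an adjusted p-value under 0.05 from edgeR, 866 higher and 1042 lower, of which 139 changed over 2-fold. Both other ways of pairing the replicate numbers gave 0 genes, with 333 and 421 at an unadjusted p-value under 0.05. Those fits left the difference between replicates 1 and 2 and replicates 3 and 4 in the residual spread, which lowers such counts. They do not tell whether the numbers within a pair differ. Cap2 fell from 72.4 ± 7.30 CPM in replicates 1 and 2 to 30.1 ± 3.29 in replicates 3 and 4 (SD, n = 10 each), and Lcn2 rose from 0.614 ± 0.449 to 4.39 ± 1.68 CPM. These genes were chosen after their values were seen. Library size did not account for the split, with mean totals of 21837855 and 21956308 and an exact permutation p of 0.826. Across genes, the difference had a correlation of -0.0155 with log transcript length and of 0.0353 with GC content. Genes of muscle differentiation were lower in replicates 3 and 4, with a median log2 change of -0.15 and a fry p of 7.9e-08, and inflammation genes were higher, with a median of 0.21 and a fry p of 0.000231. The list of genes that respond to ERK signalling was lower, with a median of -0.09 and a fry p of 0.00257, and the synaptic list had a fry p of 0.164. A candidate explanation is 2 rounds of culture in different states. The labels give no batch, and the lists describe the difference without identifying its cause. With 2 rounds, each side would be a single round, and the p-values measure the spread of libraries, not of rounds. Of 14605 genes, 3565 had an unadjusted p-value under 0.05 from edgeR, and fry does not compare a list with other genes. Each treatment has 2 libraries on each side, so the split adds spread to the comparisons and is not mixed with treatment.

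The 2 libraries apart on the second principal component, agrin with 13-3B5xb12 replicate 1 and control replicate 2, had deviations that rose with transcript length. The correlation across genes was 0.368 and 0.348, compared with values from -0.356 to 0.246 in the other 18 libraries. The larger absolute correlation with GC content was 0.0545, and the totals had ranks 12 and 3 of 20, so neither GC content nor library size accounted for both. Length bias remains as a candidate explanation, and RNA integrity, which could produce it, was not analysed here.

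Low counts varied more than counting error in every library. Among genes expected at 1 to 2 counts from the other 19 libraries, the variance was at least 3.01 times the mean, and zeros made up 56.8% to 77.2% of values where a Poisson model gives at most 25.1%. Few distinct RNA molecules behind many reads may explain this, since duplicates would multiply the counts of each molecule. Differences between libraries in true expression would also raise the variance and were not separated from it.

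Agrin with 11-3F6xb12 was the treatment in which calls appeared with the replicate block. Set against the other 4 treatments together, it gave 3 genes at an adjusted p-value under 0.05 from edgeR, Ogn, Spon2 and Hp, and each of the other treatments gave 0, with between 498 and 899 at an unadjusted p-value under 0.05. Ogn and Spon2 were higher than in all 4 other treatments at 4 of 4 replicate numbers, and Hp was lower at 3 of 4. Of 89 distinct choices of one library per replicate number, drawn from the 625 possible and with the real one included, 6 gave at least as many genes. The 5 others had between 1651 and 3399 genes at an unadjusted p-value under 0.05, compared with 698 for the real choice. All 5 held at least 1 of the 2 libraries apart on the second principal component, which the real choice does not hold, and 0 of the 49 other choices without these 2 libraries gave as many. These libraries thus shape the count, which leaves open whether a random arrangement gives such calls. The number of genes after length correction was 5, including all 3. The log2 fold changes went from 0.63 to 0.62 for Ogn, from 0.66 to 0.65 for Spon2 and from -1.75 to -1.77 for Hp. The modelled length bias differed between this treatment and the others by 0.0101, 0.0154 and 0.0275 log2 units for these genes. A bias of that size is too small to account for the changes, and a bias of another form was not tested. The resemblance of the 4 libraries across replicate numbers had a permutation p of 0.482 after adjustment over 5 treatments. That measure covers 11149 genes and cannot respond to a change in 3. The calls rest on few genes, found and tested on the same data.

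The share of mt-Rnr2 was 32.6 ± 3.79% with agrin and 11-3F6xb12 (SD, n = 4), compared with 28.8 ± 2.42% in the control, 30.3 ± 3.05% with bivalent 13-3B5, 28.3 ± 3.02% with agrin and 29.5 ± 2.52% with agrin and 13-3B5xb12. It was the highest of the 5 treatments at 3 of 4 replicate numbers. Of the 625 choices of one library per replicate number, 2 had as high a mean share. This is a one-sided exact permutation p of 0.0032, or 0.016 after adjustment for the choice among 5 treatments. The difference and its direction were picked after the shares had been seen. The adjustment does not cover the choice of direction or the other measures looked at. A random choice is thus not excluded as its source. Differences in RNA extraction or in the removal of ribosomal RNA could not be told apart from a biological one, because the labels do not record the order in which libraries were made.

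Agrin replicate 3 carried transcripts typical of liver. Alb had 126 counts there and at most 1 in any other library, and Apob had 209 and at most 15. A list of 12 other liver marker genes was written before their counts were looked at, and 11 of them were in the table. They summed to 146 counts in this library and to at most 13 in any other, a ratio of 11.2. Of these markers 9 had more than 3 counts there. A small amount of RNA or sequence from liver in this library is a candidate explanation. Of the 54 genes with at least 10 counts there and over 5 times the next highest library, 1 was among the genes tested. Smaller contributions to other tested genes were not examined.

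The counts of several brain genes in control replicate 3 led to the same test with 12 brain marker genes, of which 11 were in the table. It was negative. Their sum there was 3902 counts, 0.718 of the next highest library, and the list was dominated by genes that these cells express. A second attempt, made because the first had failed, was restricted to the 5 markers with a median of 3 counts or lower elsewhere. It gave 39 counts against 35 in the next highest library, a ratio of 1.11, so RNA from brain was not shown by either attempt.

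Vdac3-ps1, a pseudogene whose reads can be shared with its parent gene, fell into 2 ranges. It had between 184 and 291 counts in 8 libraries and between 8 and 30 in the other 12. The higher range held control replicates 1 and 4, bivalent 13-3B5 replicates 2, 3 and 4, agrin replicate 1, and agrin with 13-3B5xb12 replicates 3 and 4. None of the libraries with agrin and 11-3F6xb12 was in it.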
